A study of Drosophila melanogaster with 8 samples. Its data were reported in "The Drosophila HNF4 nuclear receptor promotes glucose-stimulated insulin secretion and mitochondrial function in adults" (2016).

How the data were processed

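RNA-seq compared whole adult male Drosophila melanogaster that lack dHNF4, the fly ortholog of the nuclear receptor HNF4A, with genetically matched controls. The labels name 4 control and 4 dHNF4 mutant samples. Per the study's methods each sample held 40 flies, reared on a diet of 3% sugar, moved to 15% sugar at day 5 of adulthood and collected 3 days later. RNA was selected by its poly(A) tail, and the libraries shared a single lane of 50-cycle single-read sequencing. The authors aligned the reads to the dm3 genome assembly and tested genes with USeq and DESeq. The submitters' processing notes name DESeq and dm3, and their versions are not given in the sources used here.

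The data analysed here are the authors' deposited table of a single comparison, with 1 row per gene past their cutoffs and no values per sample. It holds fewer genes than the study states at the same cutoffs, and the shortfall is larger among higher than among lower genes. The remaining genes were not analysed here and the reason is not known, so the balance of lower and higher genes and all tests against other genes in the table describe these 1290 genes only. Its log2 column is, per the file headers, the log2 ratio of mutant over control after the authors added 1 to each value. Treatment was read as mutant from the study's text, since the header only names treatment and control. The scale of the values behind the ratio is not spelled out, and adding 1 understates the change of genes with low values. Its score columns are, per the file headers, negative binomial p-values and Benjamini-Hochberg false discovery rates deposited by the authors as 10 times the negative log10, each with and without a variance outlier filter. How that filter worked is not given in the sources used here. False discovery rates printed in the report are those with the filter, converted from the score. The highest score in each column was shared by several genes, 19 without the filter and 7 with it, and was treated as a ceiling, so no false discovery rate is printed for these genes. The header gives 79334491 queried reads for the mutant group and 81635511 for the control group. The depth of each sample is not given in the table, and no standard deviation, interval or replicate check could be computed.

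Because a Benjamini-Hochberg value is the p-value times the number of tests over its rank, the number of tests was sought as the whole number that made these ranks whole. Both pairs of score columns gave 13038 genes. Within a tolerance of 0.05, 98.4% of 1222 usable genes had a whole rank without the filter and 97.1% of 1227 with it. The step recovered all 3 simulated totals.

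In all, 36 gene lists were fixed before the deposited table was opened, but after the paper and the opening rows of its supplement had been read, so the choice was not blind to the study's findings. Members were matched by the symbol or annotation number in the table. The 19 lists with at least 3 members in the table were tested in 2 ways. Fisher's exact test, two-sided, compared lower against higher genes among members with all other genes in the table. A two-sided permutation test took the distance of a list's median log2 ratio from the median of the table, −0.65. It compared this distance with 100000 random lists of the same size. Because that reference lies below 0, the test reaches higher lists more easily than lower ones and also reflects direction. Glutathione S-transferases passed it at a median of 1.27, and fatty acid oxidation genes did not at −1.86. Benjamini-Hochberg adjustment ran over the 19 lists for each test, with a threshold of 0.05. Genes are not independent replicates, so these p-values describe the table and not the spread between flies. All genes in the table had passed the cutoffs, so neither test asks whether a list was changed more often than other genes. Tested on simulated data made from the 1290 genes, the direction test called 4.8% of random lists of 10 genes at p of 0.05 without adjustment. It called 75.7% of lists whose genes were each lower with a chance of 90%, and 93.5% where each was higher with that chance, so it misses some lists of 10 mostly lower genes. The size test called 3% of random lists but only 40% of lists drawn from strongly lower genes, so a miss by it says little.

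Named genes followed a rule set beforehand. It took Hnf4, all genes of the mitochondrial genome in the table, the 10 lowest and 10 highest log2 ratios, up to 4 members per list with the largest change, and genes named in the study's text. Other genes are said to have been chosen after their values were seen. Symbols are those of the table. Current names and gene order came from a reference of another assembly, BDGP6, matched by annotation number for 1271 genes and by FlyBase identifier for 1238, and no coordinates are given. Hnf4, Cat and Sod had no row and were not analysed here. A gene without a row excludes nothing, since its value was not used here.

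Alternatives were a fold cutoff of 2 or 4, a false discovery rate of 0.01%, the other false discovery rate column, and backgrounds without reproductive, mitochondrial or digestive genes. Further ones were added after seeing the data. Among them was a wider matching of list members by current symbols and synonyms. Analyses used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.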

Results

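Transcript levels were compared between 4 control and 4 dHNF4 mutant pools of whole adult males, each pool of 40 flies, after 3 days on a 15% sugar diet. The comparison asked which transcripts depend on dHNF4 in adults faced with dietary sugar, a challenge that the mutants tolerate poorly. The authors' deposited table was made from 79334491 queried reads in the mutant group and 81635511 in the control group. All ratios below are mutant over control from the authors' deposited table, which gives no value or spread for single pools.

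More listed transcripts were lower than higher in dHNF4 mutants. In the authors' deposited table, 718 genes were lower and 572 were higher at 1.5-fold and a false discovery rate of 1%. These 1290 genes were 9.89% of the 13038 tests recovered from the score columns of the authors' deposited table. The median log2 ratio in the authors' deposited table was −0.98 among lower genes and 0.90 among higher genes, so a typical change was close to 2-fold. Changes of at least 4-fold were found in the authors' deposited table for 104 lower and 70 higher genes. The lowest nuclear genes in the authors' deposited table were CG31832, with a log2 ratio of −5.66, and Lectin-galC1, which encodes a galactose-binding lectin, with −5.25. They were followed in the authors' deposited table by Jon65Aii at −4.69, Cyp4e3 at −4.53 and CG9463, a gene of the lysosomal alpha-mannosidase family, at −4.49. The highest genes in the authors' deposited table were CG9289 at 7.93, CG10814 at 6.94 and the glutathione S-transferase GstD2 at 6.76. Next in the authors' deposited table came CecB at 5.57, CG9733 at 5.42, CG9287 at 5.36 and CecC at 4.32. AttD at 4.26, CG5070 at 4.19 and the fatty acid elongase eloF at 4.14 followed there. Under the variance outlier filter, CecC, CG10814, CecB, GstD2, eloF and CG9733 kept only 5.4% to 13.5% of their p-value score. The others of these highest genes kept from 45.5% (CG9289) to 92.2% (AttD). CecC had a false discovery rate of 0.00567, close to the cutoff of 1%. A fold cutoff of 2 left 348 lower and 238 higher genes in the authors' deposited table.

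**Figure D1:**
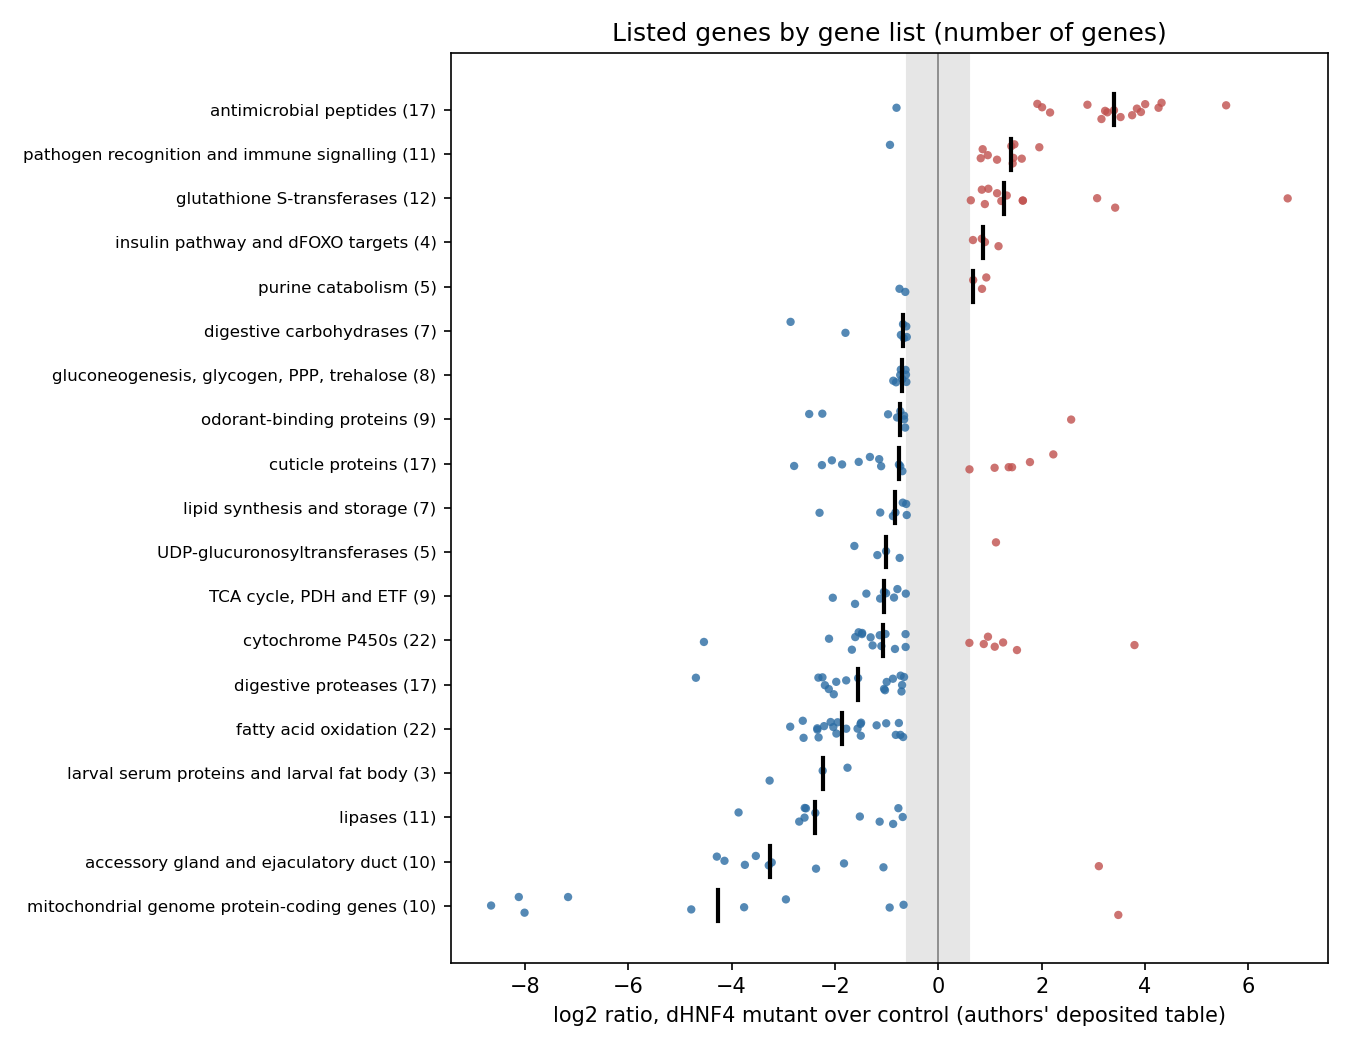
Log2 ratio of dHNF4 mutant over control (x axis) for each listed gene (points, blue lower and red higher) in the 19 gene lists with at least 3 members in the authors' deposited table, with the number of genes in brackets. Black bars are list medians, and the grey band marks ratios below the authors' cutoff of 0.6, where no gene is listed; antimicrobial peptides had the highest median, 3.40, and mitochondrial genome protein-coding genes the lowest, −4.27.

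Transcripts of the mitochondrial genome showed the deepest falls of the comparison, but not all of them fell. Of its 13 genes in the authors' deposited table, 10 were lower and 3 were higher. The lowest log2 ratios in the authors' deposited table were −8.65 for mt:CoII, −8.12 for mt:Cyt-b, −8.01 for mt:ATPase6 and −7.16 for mt:ND2. These genes encode subunits of cytochrome c oxidase, the cytochrome bc1 complex, ATP synthase and NADH dehydrogenase. The authors' deposited table also listed mt:ND6 at −4.78, mt:CoI at −3.76 and mt:CoIII at −2.95. The ribosomal RNA mt:lrRNA, with mt:ND4 and mt:ND1, had smaller falls in the authors' deposited table, at −1.32, −0.94 and −0.67. In contrast, mt:ND3 was higher in the authors' deposited table at 3.48, as were the neighbouring transfer RNA genes mt:tRNA:A at 1.90 and mt:tRNA:R at 1.66. Of the protein-coding genes, 9 were lower and 1 was higher in the authors' deposited table, which missed the threshold of the direction test (Fisher's exact test, adjusted p = 0.0672) and passed that of the size test (permutation test, adjusted p = 6.33e-05, from the smallest p that 100000 permutations can give). The size call was lost at a fold cutoff of 4 in the authors' deposited table (permutation test, adjusted p = 0.572), and the direction test passed only without digestive genes (Fisher's exact test, adjusted p = 0.0459). By northern blot of total RNA, not the poly(A)-selected RNA of the libraries, the study found no change of mt:Cyt-b. Most other mitochondrial transcripts it probed were lower, and it did not detect mt:ND6 in either genotype. It classed mt:Cyt-b and mt:ND6 as false positives, and their values in the authors' deposited table should be read with that limit. The count, median and tests of the protein-coding genes include both. Without them, a setting chosen after the data were seen, neither test changed its outcome against the threshold.

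**Figure D2:**
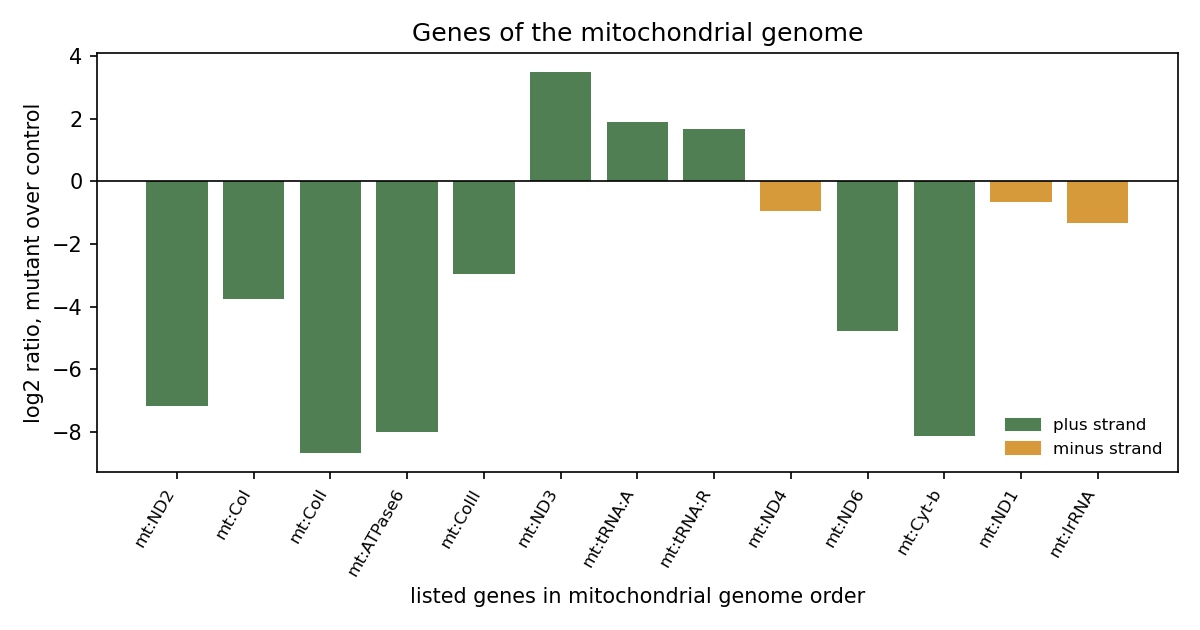
Log2 ratio of dHNF4 mutant over control (y axis) for the 13 listed genes of the mitochondrial genome in the authors' deposited table, ordered along that genome in the BDGP6 annotation (x axis), with bars from 0 and no error because the table gives no pool values. Plus-strand genes (green) range from −8.65 for mt:CoII to 3.48 for mt:ND3, and the 3 minus-strand genes (orange) lie between −1.32 and −0.67.

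Genes that burn fatty acids fell together. All 22 listed members of the fatty acid oxidation list, out of 29, were lower in the authors' deposited table (Fisher's exact test, adjusted p = 4.91e-05). The deepest falls in the authors' deposited table were in the dehydrogenase scu at −2.87 (false discovery rate 3.36e-245), the thiolase yip2 at −2.62, the acyltransferase gene CG12428 at −2.61 and Thiolase, a subunit of the mitochondrial trifunctional protein, at −2.34. The median log2 ratio of the list in the authors' deposited table was −1.86. CG9009 or pdgy, an acyl-CoA synthetase gene that the study's text names, stood at −0.82 in the authors' deposited table. The study's text counts fatty acid oxidation among the affected pathways, so the choice of this list was not independent of its findings. The call was lost at a fold cutoff of 4 in the authors' deposited table, where few genes are left (adjusted p = 0.0581, Fisher's exact test).

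Parts of central carbon metabolism were also lower. All 9 listed members of the list for the TCA cycle, pyruvate dehydrogenase and electron transfer flavoprotein, out of 27, were lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.0153). CG12140 (Etf-QO, the ubiquinone oxidoreductase of the electron transfer flavoprotein) and the electron transfer flavoprotein gene CG7834 led in the authors' deposited table, at −2.04 and −1.61. CG7224, a factor for succinate dehydrogenase assembly, followed at −1.39, and wal, also an electron transfer flavoprotein gene, at −1.12. Smaller falls in the authors' deposited table were in the NADP+-dependent isocitrate dehydrogenase Idh at −1.05 and CG5362 (Mdh1) at −1.01. CG5599 stood at −0.86, CG1544 at −0.79 and the succinyl-CoA ligase subunit Scsalpha at −0.63 there. The study relates CG5599 both to the alpha-ketoglutarate dehydrogenase complex and to that for branched-chain ketoacids. No pyruvate dehydrogenase gene was among the 9, so the count describes a mixed list and not the TCA cycle alone. All 8 listed members of the list for gluconeogenesis, glycogen, pentose phosphate and trehalose, out of 18, were lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.0250). They included in the authors' deposited table pyruvate carboxylase CG1516 at −0.87, UGP at −0.82, Pgm at −0.74, the branching enzyme CG33138 at −0.73, the transaldolase Tal at −0.70, CG17333 at −0.63 and Pepck at −0.62. Because the study's text singled out 8 of these 9 and 5 of these 8 genes from the same samples, the counts are not independent evidence of direction. Hex-C, a hexokinase and the 1 listed glycolysis gene of 17, was lower in the authors' deposited table at −1.16 (false discovery rate 2.00e-22). Of 17 sugar transporter genes, CG1213 was lower at −1.03 and CG4797 higher at 1.03 in the authors' deposited table. No gene of the nuclear electron transport chain and ATP synthase list, of 64, had a row among the genes analysed. That list leaves out CG12140, CG7834, CG7224 and wal above, which the study counts among nuclear genes of oxidative phosphorylation. At a false discovery rate of 0.01% in the authors' deposited table, the direction calls of both lists above were lost, with adjusted p = 0.0598 and adjusted p = 0.0803 by Fisher's exact test. Both were also lost without genes that lost more than 50% of their score under the variance outlier filter in the authors' deposited table (adjusted p = 0.0775 and 0.0879, Fisher's exact test). The call for the list with TCA cycle and electron transfer flavoprotein genes was lost at a fold cutoff of 2 too (Fisher's exact test, adjusted p = 0.151). No listed gene of the list with gluconeogenesis genes reached 2-fold (lowest −0.87), so that list could not be tested there.

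Listed lipid handling and digestion genes were lower as well. The study's gene ontology analysis of the same samples named lipase activity and lipid metabolism among its lower genes. The choice of the lipid lists was therefore not independent of its findings. All 11 listed lipases, out of 24, were lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.00630), led by CG18301 at −3.86, CG6277 at −2.69, CG18302 at −2.59 and CG6283 at −2.58. All 7 listed lipid synthesis and storage genes, out of 14, were lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.0373), among them the fatty acid synthase gene CG17374 at −2.30, the perilipins Lsd-2 at −1.12 and Lsd-1 at −0.83, and acetyl-CoA carboxylase ACC at −0.88. Outside this list, CG1942 (Dgat2), chosen after its value was seen, was higher in the authors' deposited table at 2.79, as was the elongase eloF at 4.14. All 17 listed digestive proteases, out of 32, were lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.000300), from Jon65Aii at −4.69 through Ser8 at −2.32, Jon25Bii at −2.24 and Jon99Ci at −2.19. All 7 listed digestive carbohydrases, out of 21, were lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.0373), with the amylase-related Amyrel at −2.86, the maltase LvpL at −1.80, the amylase Amy-d at −0.72 and the lysozyme LysP at −0.68. The calls for lipid synthesis and for carbohydrases were lost at a false discovery rate of 0.01% in the authors' deposited table (adjusted p = 0.0803 each, Fisher's exact test). The lipase call was lost at a fold cutoff of 2 in the authors' deposited table (adjusted p = 0.0559, Fisher's exact test) and that of proteases at 4 (adjusted p = 0.165). At a fold cutoff of 2, the lists for lipid synthesis and carbohydrases had under 3 members left and could not be tested. Without genes that lost more than 50% of their score under the variance outlier filter in the authors' deposited table, all of these direction calls were lost (Fisher's exact test), for proteases with 6 genes left (adjusted p = 0.0879), lipases with 4 (adjusted p = 0.184), lipid synthesis with 6 (adjusted p = 0.0879) and carbohydrases with 5 (adjusted p = 0.116).

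Insulin pathway transcripts were few but shared a direction. The 4 listed genes, out of 19, were all higher in the authors' deposited table, with the insulin-like peptide gene Ilp3 at 1.17, the translational repressor Thor at 0.90, the insulin receptor InR at 0.84 and the kinase Pi3K92E at 0.67. The count missed the threshold (Fisher's exact test on the authors' deposited table, adjusted p = 0.0664), and the study's text singled out 2 of the 4 genes. Thor had a false discovery rate of 0.00615 in the authors' deposited table, close to the cutoff of 1%.

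Most listed genes for antimicrobial peptides and immune recognition were higher. The study's gene ontology analysis of the same samples had already tied its higher genes to innate immunity. The choice of these lists was therefore not independent of its findings. Of 17 listed antimicrobial peptide genes, out of 28, 16 were higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.000189), with CecB at 5.57, CecC at 4.32, AttD at 4.26 and AttC at 4.00. The exception in the authors' deposited table was the drosomycin-like gene dro5 at −0.81. The median log2 ratio of the list in the authors' deposited table was 3.40 (permutation test, adjusted p = 6.33e-05). Of 11 listed genes for peptidoglycan recognition, complement-like factors and immune signalling, out of 30, 10 were higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.0107). They were led in the authors' deposited table by the recognition proteins PGRP-SD at 1.96, PGRP-SA at 1.47 and PGRP-SB1 at 1.45 and by pirk, a negative regulator of the Imd pathway, at 1.62, while GNBP3 was lower at −0.93. Other immune genes, chosen after their values were seen, were lower in the authors' deposited table, namely the oxidase Duox at −0.69 and the 2 prophenoloxidase genes given below. The scores of antimicrobial peptide genes in the authors' deposited table were far smaller with the variance outlier filter than without it, keeping a median of 11.9% of the score. This was not particular to them, since lipases kept a median of 29.2% of the score in the authors' deposited table, immune recognition and signalling genes 35.3% and digestive proteases 41.0%, whereas fatty acid oxidation genes kept 100%. Without genes that lost more than 50% of their score, the direction call for antimicrobial peptides was lost with 3 genes left (adjusted p = 0.116, Fisher's exact test on the authors' deposited table). All of these were higher, their median log2 ratio in the authors' deposited table was still 3.40, and the size test still passed (permutation test, adjusted p = 0.00153). The recognition and signalling list could not be tested there, since 2 of its 11 genes were left in the authors' deposited table, 1 higher and 1 lower.

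**Figure D3:**
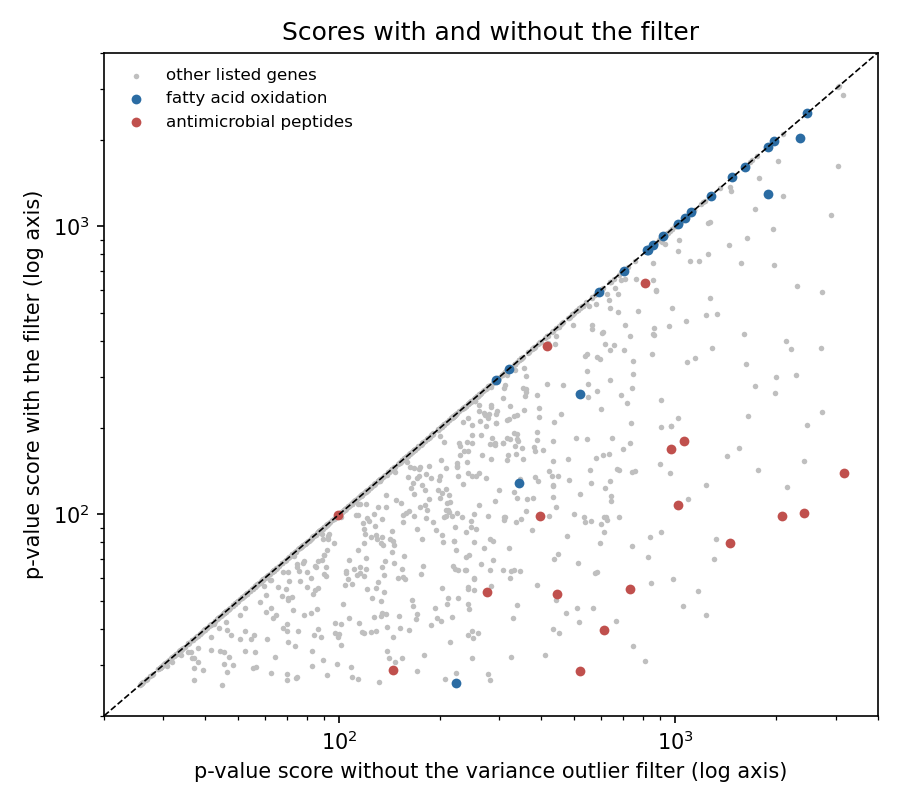
P-value score (10 times the negative log10) of each listed gene in the authors' deposited table without (x axis, log scale) and with (y axis, log scale) the variance outlier filter; genes at the score ceiling are left out, and the dashed line marks equal scores. Fatty acid oxidation genes (blue) mostly lie on the line, with a median of 100% of the score kept, and antimicrobial peptide genes (red) mostly lie far below it, with a median of 11.9%.

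Detoxification genes changed in both directions. All 12 listed glutathione S-transferase genes, out of 35, were higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.000300), with GstD2 at 6.76, GstD4 at 3.42, GstE1 at 3.07 and GstD1 at 1.64. Matching by current symbols, a choice made after the counts were seen, added 7 genes to this list in the authors' deposited table and gave 14 higher and 5 lower (Fisher's exact test, adjusted p = 0.0225). At a fold cutoff of 4 in the authors' deposited table the call was lost (adjusted p = 0.165, Fisher's exact test). Of 22 listed cytochrome P450 genes, out of 93, 15 were lower and 7 higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.335), from Cyp4e3 at −4.53 and Cyp4d21 at −2.11 to Cyp6a8 at 3.80. Of 5 listed UDP-glucuronosyltransferase genes, out of 35, 4 were lower and 1 higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.436), with Ugt37c1 at −1.62 and Ugt58Fa at 1.12. Trxr-1, a thioredoxin reductase, was the 1 listed antioxidant gene of 12 and stood at 0.72 in the authors' deposited table. Of 5 listed purine genes, out of 9, 3 were higher and 2 lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.660), with urate oxidase Uro at 0.93 and the deaminase gene Adgf-D at −0.75.

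Some markers of particular tissues were also in the table. Of 10 listed accessory gland and ejaculatory duct genes, out of 59, 9 were lower in the authors' deposited table, with Sfp24Ba at −4.28, Sfp24Bc at −4.14, Acp24A4 at −3.74 and PebII at −3.53. The 1 higher gene of that list in the authors' deposited table, Acp65Aa at 3.11, encodes an adult cuticle protein whose name fits the list's pattern. The median log2 ratio of the list in the authors' deposited table was −3.25 (permutation test, adjusted p = 6.33e-05), a call that was lost at fold cutoffs of 2 (adjusted p = 0.429) and 4 (adjusted p = 0.982). The direction of this list missed the threshold (Fisher's exact test on the authors' deposited table, adjusted p = 0.0672), and passed it without digestive genes (adjusted p = 0.0459), and also without Acp65Aa (adjusted p = 0.0135) and with matching by current symbols (adjusted p = 0.0485), the last 2 chosen after the data were seen. All 3 listed larval serum protein genes, out of 6, were lower in the authors' deposited table, with Lsp1alpha at −3.26, Lsp1beta at −2.24 and Lsp2 at −1.76 (Fisher's exact test, adjusted p = 0.328). Of 9 listed odorant-binding protein genes, out of 51, 8 were lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.0672), with Obp56e at −2.50, Obp99b at −2.24 and Obp56h at −0.97, while Obp99d was higher at 2.57. Of 17 listed cuticle protein genes, out of 125, 11 were lower and 6 higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.659), from Cpr11B at −2.79 to Edg91 at 2.23. The flight muscle genes Act88F and TpnC4, out of 17, stood at −0.72 and −0.61 in the authors' deposited table. Lists for cytosolic ribosomal proteins, the mitochondrial ribosome, mitochondrial chaperones, heat shock, Turandot, testis, female and photoreceptor genes had no member with a row among the genes analysed. The haemocyte and crystal cell list had none by the symbols as written, but matching by current symbols, chosen after the data were seen, found 2 prophenoloxidase genes, proPO-A1 at −1.46 and CG8193 at −1.34, both lower in the authors' deposited table.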

Values the study reported

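The study reported 1370 differentially expressed genes in dHNF4 mutants at cutoffs of 1.5-fold and a false discovery rate of 1%, with 726 reduced and 644 increased. It counted 13 protein-coding genes in the mitochondrial genome and described most of them as underexpressed in the mutants.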

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

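No paired analysis was possible because the authors' deposited table holds no values per sample, and for the same reason leaving out each replicate, a replicate block, other normalizations (TMM or DESeq2 size factors) and other splits of the samples were not run. Depth per sample is not given in the table, so its effect on weakly expressed genes could not be weighed. The settings without genes of reduced score, without Acp65Aa, without mt:Cyt-b and mt:ND6, with wider matching, and the other false discovery rate column at 0.01% were chosen after seeing the data. No called direction turned in any setting run. The other false discovery rate column at 1% moved nothing, since all listed genes pass in both columns, so it tests no stability. Over the other settings, 17 direction calls were lost and 4 gained, and 9 size calls were lost. Lists left with under 3 members gave no value. Stricter cutoffs leave fewer genes, and beyond that the cause was not tested.

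At a fold cutoff of 2, 348 lower and 238 higher genes were left. There, 6 genes of the list with TCA cycle and electron transfer flavoprotein genes and 8 lipases were left, and all were lower. Neither list passed the threshold any longer (Fisher's exact test, adjusted p = 0.151 and 0.0559). The size test was lost for lipases (median −2.57), immune signalling (1.45), glutathione S-transferases (1.64) and accessory gland genes (−3.25). At a fold cutoff of 4, 104 lower and 70 higher genes were left. There, 100% of listed fatty acid oxidation genes, lipases and digestive proteases were lower and 0% of glutathione S-transferases, without a call (Fisher's exact test, adjusted p = 0.0581 for fatty acid oxidation and 0.165 for the others). The size test was lost for mitochondrial genome protein-coding genes (median −5.97), lipases (−2.59), glutathione S-transferases (3.42) and accessory gland genes (−3.41). At a false discovery rate of 0.01%, 100% of the members left were lower without a call for the TCA cycle and electron transfer flavoprotein list (Fisher's exact test, adjusted p = 0.0598). The same held for the lists of gluconeogenesis, lipid synthesis and digestive carbohydrases (Fisher's exact test, adjusted p = 0.0803 each). Without genes whose score fell by more than 50% under the filter, direction calls were lost (Fisher's exact test, adjusted p from 0.0775 to 0.184). Of the members left, 100% were lower in the lists with TCA cycle genes, gluconeogenesis, lipid synthesis, lipases, digestive proteases and digestive carbohydrases. In that of antimicrobial peptides, 0% were lower. The size test for lipases was lost there too (median −1.20). Without digestive genes, the direction calls of mitochondrial genome protein-coding genes and of accessory gland genes, each with 90% lower, were gained (Fisher's exact test, adjusted p = 0.0459). The accessory gland call was gained without Acp65Aa, with 100% lower, and with wider matching, with 90.9% lower.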

Other observations

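All genes named in the next paragraph, except CG9463 from the 10 lowest, were chosen after their values were seen. The tests of mitochondrial transcripts, filter scores, seminal fluid genes and electron transport chain genes were also chosen after the results were seen. Those of the Hnf4 region, chromosome 2 and neighbouring genes were set before their results were computed.

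Some genes outside the fixed lists also changed. No symbol family outside those lists passed the direction test. All 7 listed peroxin genes, which build peroxisomes, were lower in the authors' deposited table, from Pex2 at −0.93 to Pex16 at −0.67 (Fisher's exact test, adjusted p = 0.0707 over 18 symbol families, which misses the threshold). The genes that follow, apart from CG9463, were picked by hand, and none were tested as groups. The lysosomal alpha-mannosidase genes CG9463, CG9465, CG9468 and CG9466 were lower in the authors' deposited table at −4.49, −4.44, −2.65 and −2.26. In contrast, the cytokine genes upd3 and upd2 were higher in the authors' deposited table at 3.39 and 2.60, with Socs36E, a target of the JAK/STAT pathway, at 1.66. The JNK pathway target puc at 1.07 and the transcription factor Ets21C at 2.62 were also higher in the authors' deposited table. The capsid-like genes Arc1 and Arc2 stood at 2.66 and 2.04 in the authors' deposited table.

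Mitochondrial transcripts moved apart. A common fall of all of them is argued against as the whole cause of these values by the 3 genes that were higher, mt:ND3, mt:tRNA:A and mt:tRNA:R, in the authors' deposited table. These 3 genes lie next to each other on that genome, so they may amount to a single observation. A common fall together with alignment effects stays open. A change shared by the plus strand is argued against in the same way, and with the same limit, by genes that span 12.14 log2 units. The 3 minus-strand genes were all lower, spanning 0.645 log2 units, as a change shared by that strand would give, but they are too few to decide (exact sign test, two-sided, p = 0.25). Reads gained or lost in alignment stay open, since the log2 ratio of −8.12 for mt:Cyt-b in the authors' deposited table could not be checked against reads here. The study's blots found no change of mt:Cyt-b but lower levels of most other mitochondrial transcripts probed. Alignment would hardly lower a transcript on a blot, but the study's text gives no fold change from the blots. How much of the size of each value alignment could account for therefore stays open. The blots used total RNA and the libraries RNA selected by its poly(A) tail, so blot and library did not measure the same RNA. The study also found an unaltered copy number of mitochondrial DNA and binding of dHNF4 in its control region. It proposes direct regulation of mitochondrial transcription and says that more experiments are needed. An effect of dHNF4 on single transcripts may therefore also remain, as a hypothesis that was not tested here.

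Antimicrobial peptide genes kept a median of 11.9% of their score under the variance outlier filter, against 28.3% for other higher genes of like score (permutation test, p = 0.00364, adjusted p = 0.0608 over 19 lists, which misses the threshold). A filter that lowers all strong changes alike is argued against, since fatty acid oxidation genes kept a median of 100%. The loss was not particular to immune genes, since digestive proteases kept 41.0% and lipases 29.2%, both against 94.6% for other lower genes of like score (permutation test, p = 0.00640 and 0.0108, adjusted p = 0.0608 and 0.0681, which miss the threshold too). Whether genes of these lists varied more between pools stays open, since the table has no pool values and how the filter works is not given in the sources used here.

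Position in the genome also tracked with the table. Falls of the 9 listed seminal fluid genes (without Acp65Aa) spanned 3.22 log2 units, which argues against an even loss of accessory gland tissue as the whole cause. The list mixes accessory gland and ejaculatory duct genes, and adding 1 understates falls of low values. A loss of tissue in part therefore stays open. These 9 genes lay within 20 genes of another more often than random draws from the list (permutation test, p = 0.0004). They formed 2 groups on different chromosome arms, 4 genes with Sfp24Ba and 3 with PebII, and 2 genes stood alone. A single cluster is therefore argued against as the whole cause, and local differences at both groups stay open. Among the 200 annotated genes nearest to Hnf4, 26 were in the table, above 97.8% of other windows (median 14). With protein-coding genes alone, the count of 29 was above 95.8%. Genetic background linked to the mutated locus could therefore contribute. Which of the genes named above lie in this region is not given here, so that contribution stays open for each of them. The share of protein-coding genes in the table was 9.02% on chromosome 2 and 8.91% elsewhere (Fisher's exact test, p = 0.832), a gap too small to decide on a difference over that whole chromosome. Adjacent table genes shared a direction in 78.6% of 229 pairs, against a median of 50.7% with shuffled directions (permutation test, p = 0.0001, the smallest it can give), and tandem gene families, which were not removed, could account for it.

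No nuclear gene of the electron transport chain list, of 64, had a row among the 1290 genes analysed. Random draws from 13038 tests would give 6.33 (exact hypergeometric test, one-sided, p = 0.00125, computed because the count of 0 had been seen). Lists of cytosolic ribosomal proteins and of the mitochondrial ribosome gave the same count of 0, with 9.20 and 8.01 for random draws, so this may be a property of abundant, steadily expressed genes rather than of the respiratory chain. The test assumes that all 64 were tested by the authors. The list leaves out wal, CG7834, CG12140 and CG7224, which the study counts among nuclear genes of oxidative phosphorylation. These were placed in the list with TCA cycle genes here. They were lower in the authors' deposited table, at −1.12, −1.61, −2.04 and −1.39, so the count of 0 does not cover them. The table is also shorter than the list the study describes at these cutoffs, and 3 of the 64 among the genes not analysed here would take p past 0.05, so whether these genes changed less often than others stays undecided.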
